A study of Mus musculus with 2 samples. Its data were reported in "Loss of TET function in T regulatory cells yields ex-Treg cells biased toward T follicular helper cells, causing autoimmune diseases through autoantibody production" (2026).

How the data were processed

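Single-cell RNA sequencing was performed on TCRβ+ cells (cells with the αβ T cell receptor on their surface) from pooled spleen and cervical and inguinal lymph nodes of 14-week-old mice. Per the labels, 1 mouse of each genotype was used: a *Foxp3Cre* WT mouse and a DKO-severe mouse, in which Cre expressed from *Foxp3* deletes floxed *Tet2* and *Tet3* and disease was advanced. Cells of the 2 genotypes carried different antibody hashtags (Hashtag 1 for WT, Hashtag 2 for DKO) and, per the labels, shared 1 mRNA library and 1 hashtag library made with the 10x Genomics 3' v3.1 kit. The labels give 10000 loaded cells, while the deposited files hold 14350 barcodes over both genotypes.

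The deposited matrices hold UMI counts (numbers of distinct captured molecules) that the authors made with Cell Ranger 7.1.0 and the mm10 mouse reference, without normalization. There is 1 matrix per genotype, each with 32285 genes and 2 hashtag features, and the 2 matrices share no barcode. The matrix named for WT had a median of 1973 Hashtag 1 and 110 Hashtag 2 counts per barcode, and the matrix named for DKO had 36 and 4726. In the WT matrix, 3 barcodes had more Hashtag 2 than Hashtag 1 counts and were left out. Any filter the authors applied beyond cell calling is not stated in the sources.

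Cells with 500 or more detected genes and at most 10% mitochondrial UMIs were kept. Doublet scores were computed per matrix with Scrublet as implemented in scanpy 1.11.5. Its automatic threshold marked 5 WT and 3 DKO-severe barcodes, so the highest 6% of scores in each matrix were removed instead, a rule set after that outcome was seen. This left 6573 WT and 6344 DKO-severe cells.

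Cd4-gated cells had 1 or more UMI of *Cd3d*, *Cd3e* or *Cd3g*, 1 or more of *Cd4* and none of *Cd8a* and *Cd8b1*. Cd8-gated cells had 1 or more UMI of *Cd3d*, *Cd3e* or *Cd3g*, 1 or more of *Cd8a* or *Cd8b1* and none of *Cd4*. Foxp3-positive cells had 1 or more *Foxp3* UMI. Because DKO-severe cells held more UMIs, shares of cells were taken after each cell was randomly thinned to 3800 UMIs, the 10th percentile over retained cells rounded down. Shallower cells were left out of these shares, which removed 694 WT cells (10.6%) and 477 DKO-severe cells (7.52%). Gates were applied to the thinned counts. Intervals of shares are exact 95% binomial intervals (Clopper-Pearson). A share of 0 is given with the limit that 3 counts would set.

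For gene levels, raw counts were summed over the cells of a gate and matrix and scaled to a total of 1000000 UMIs (CPM). The log2 ratio is that of DKO-severe over WT CPM, with fewer than 3 UMIs counted as 3 and no ratio where both sums were at or under 3. Its 95% interval is exact, conditional on the total count of the gene. For gene lists, the median log2 ratio was set against 10000 random lists matched on mean CPM, as a description of these 2 libraries, and its interval came from 1000 Poisson redraws. The lists were 12 T follicular helper (Tfh) genes, 9 cytotoxic genes, 8 naive-state genes, 6 regulatory T (Treg) cell genes and 6 cell cycle genes, which the study names or which are common markers. All intervals cover counting error only. With 1 mouse per genotype, the spread between mice is unknown, cells are not replicates, and no test between genotypes or p-value was computed.

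The named genes are those of the lists, *Cd44*, *Runx2*, *Runx3*, *Tet1*, *Tet2*, *Tet3* and sex-linked genes, and in Cd4- and Cd8-gated cells the 5 highest and 5 lowest log2 ratios among genes with 100 or more UMIs and a mean of 20 or more CPM. Immunoglobulin, haemoglobin and T cell receptor segment genes and the sex-linked genes *Xist*, *Ddx3y*, *Eif2s3y*, *Uty* and *Kdm5d* were left out of that ranking; other genes of the sex chromosomes were kept in it. The gates, lists, naming rule, comparisons and all alternatives but 2 were set before the data were examined. The 2 added alternatives, removal of the highest 12% of doublet scores and a split of CD4 and CD8 T cells by cluster, were chosen after seeing the data. In that split, each cluster that was unnamed or named for CD4 or CD8 T cells went to the gate that held more of its cells. Comparisons of gene lists within clusters were also chosen after the data were seen; outside the Treg genes they cover clusters with 30 or more gated cells of both genotypes. Genes that the text takes up elsewhere, such as *Igkc*, were chosen after their values were seen. Some planned results, among them 1 share of cells and 1 gene list, are not reported here.

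Clusters were computed over both matrices with the Leiden algorithm (leidenalg 0.10.2, resolution 1.0) on a graph of 20 neighbours in 30 principal components of 2000 variable genes. T cell receptor, immunoglobulin, haemoglobin, mitochondrial and ribosomal protein genes, those 5 sex-linked genes and the genes on the study's lists were kept out of the clustering features. A cluster was named by a fixed marker set when 3 or more of the set's 6 genes were detected in at least 25% of its cells and at 2 or more times the share in other cells. A cluster stayed unnamed when 2 sets met this rule with equally many genes, when its 10 leading genes held more markers of another set, or when it had few UMIs per cell and no marker of its set among those genes. These thresholds, and the rule that proliferation names a cluster only when no cell type does, were set after a first look at the clusters. Gene positions are from GENCODE M21 on GRCm38.

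The alternatives covered the cell filter, doublet removal, the gate's UMI minimum, removal of clusters other than T cells, the thinning depth and seed, the scaling of CPM, equal weights per cell, a pseudocount of 5 CPM and the clustering resolution and features. The alternative gate asked for 2 or more UMIs of *Cd4*, or of *Cd8a* and *Cd8b1* together. The minimum of 1 UMI for *Cd3* genes and for *Foxp3* was left unchanged. The calculations were tested on simulated data. In simulated Cd8-gated sums with 200 genes changed 4-fold, 96.5% of these were recovered within 0.5 log2 and the intervals covered the true ratio for 95.7% of 10392 genes. These sums were drawn as Poisson counts, the error that the intervals assume. The simulation thus tests the calculation, and not the added error where few cells hold most of a gene's UMIs. In 998 WT cells taken at full and at reduced depth, the *Icos* share was 42.2% and 27.9% before thinning, and 20.0% and 20.9% after it. Computation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9 and matplotlib 3.10.9.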

Results

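Transcripts were counted in single TCRβ+ cells of 1 *Foxp3Cre* WT mouse and 1 DKO-severe mouse. The WT matrix held 7189 barcodes and 45294779 UMIs, with a median of 5626 UMIs per barcode. The DKO-severe matrix held 7161 barcodes and 69692053 UMIs, with a median of 7975. The cell filter removed 182 WT and 396 DKO-severe barcodes, and doublet removal took a further 431 and 421. The 6573 retained WT cells had a median of 5607 UMIs and 2066 genes, and the 6344 retained DKO-severe cells had 8067 UMIs and 2709 genes. Y-linked transcripts were found in both mice: in Cd4-gated cells *Ddx3y* was at 77.2 CPM in WT and 77.7 CPM in DKO-severe, and *Xist*, a transcript of the inactive X chromosome, had 0 and 3 UMIs. No replicate mice were sequenced, so no value below has an error between animals.

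The genes targeted by the cross were examined first. In Cd4-gated cells, *Tet2* (ENSMUSG00000040943, chromosome 3, 133463679 to 133545139) was at 51.9 CPM in WT and 71.0 CPM in DKO-severe, a log2 ratio of 0.45 (95% interval 0.31 to 0.59). *Tet3* (ENSMUSG00000034832, chromosome 6, 83362373 to 83459084) was at 115 and 98.2 CPM, a log2 ratio of -0.22. In Foxp3-positive cells, where Cre is expressed, *Tet2* was at 57.9 and 70.5 CPM and *Tet3* at 86.8 and 84.5 CPM. The sources do not give the floxed exons, and 3' counting reads the end of a transcript, so these values do not show whether the alleles were deleted. The study measured *Tet2* by quantitative PCR instead. It reported none detectable in FOXP3+ DKO Treg cells or in Tfh cells of DKO-severe mice. *Tet1* (ENSMUSG00000047146), which was not targeted, fell from 19.0 to 2.18 CPM in Cd4-gated cells, a log2 ratio of -3.12, and from 16.4 to 6.10 CPM in Cd8-gated cells. The median log2 ratio over all 6340 genes at 20 CPM or more was 0.10 in Cd4-gated cells and -0.02 over 5848 genes in Cd8-gated cells.

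The study asks how the makeup of T cells changes in diseased mice. Before thinning, the Cd4 gate held 1731 WT cells (26.3% of retained cells, median 5254 UMIs) and 2733 DKO-severe cells (43.1%, median 8250 UMIs). The Cd8 gate held 3057 WT cells (46.5%, median 6244 UMIs) and 1722 DKO-severe cells (27.1%, median 9186 UMIs). In neither gate were 27.2% of WT and 29.8% of DKO-severe cells. At equal depth, Cd4-gated cells made up 29.4% of Cd4- and Cd8-gated cells in WT (1212 of 4119, 95% interval 28.0 to 30.8%) and 55.9% in DKO-severe (1965 of 3516, 54.2 to 57.5%). The gate misses many CD4 T cells, and more of them in WT: in clusters 0, 5 and 7, which hold mostly WT cells, *Cd4* was detected in 61.2%, 50.4% and 50.9% of WT cells, against 88.3% of the DKO-severe cells of cluster 3. The share was lower in other DKO-severe cells, at 68.9% in cluster 6 and 63.7%, 56.3% and 54.3% in clusters 0, 5 and 7. *Cd8a* or *Cd8b1* was detected in 99.2% and 99.9% of WT cells in clusters 2 and 4, named for CD8 T cells. The gated shares therefore overstate the difference. With CD4 and CD8 T cells told apart by cluster, the alternative that narrowed it most, the CD4 share was 52.4% in WT (3280 of 6265 cells) and 64.6% in DKO-severe (3268 of 5059).

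Treg cells were compared next through *Foxp3* (ENSMUSG00000039521, chromosome X, 7573644 to 7595245). At equal depth, 1.90% of Cd4-gated WT cells (23 of 1212, 1.21 to 2.83%) and 4.43% of Cd4-gated DKO-severe cells (87 of 1965, 3.56 to 5.43%) had a *Foxp3* UMI. In Cd8-gated cells, which should lack it, the shares were 0.550% and 0.322%. Without thinning, the Foxp3-positive shares were 3.64% in WT (63 cells, median 5288 UMIs) and 12% in DKO-severe (328 cells, median 11536 UMIs). The gate finds few of the likely Treg cells: cluster 7, led by *Il2ra*, *Lrrc32* and *Foxp3* among others, held 477 WT cells (7.26% of retained cells), of which 26.8% had a *Foxp3* UMI and 50 were in the Foxp3-positive gate, and 140 DKO-severe cells (2.21%). These counts leave out cluster 6, which held 679 DKO-severe and 8 WT cells. A *Foxp3* UMI was found in 44.2% of the DKO-severe cells of cluster 6 and 30.7% of those of cluster 7. Within Foxp3-positive cells the level of *Foxp3* was lower in DKO-severe, at 117 against 203 CPM, a log2 ratio of -0.80 (-1.12 to -0.46). The gate selects on this transcript, and deeper cells pass it with a lower share of *Foxp3*. The 6 Treg genes had a median log2 ratio of -0.99 (-1.16 to -0.73) in Foxp3-positive cells and of 1.12 in all Cd4-gated cells. In Foxp3-positive cells *Il2ra* fell from 499 to 173 CPM (log2 ratio -1.53), *Nrp1* had a log2 ratio of -1.19 and *Ikzf4* of -1.30. These compare different cell states, since 79.4% of the Foxp3-positive WT cells were in cluster 7, and 59.8% of those of DKO-severe were in cluster 6 and 7.62% in cluster 7. Within cluster 7 the median log2 ratio of the 6 genes was 0.22 (-0.02 to 0.38), with *Il2ra* at 0.38, *Foxp3* at 0.16 (-0.26 to 0.56), *Nrp1* at -1.15 and *Ikzf4* at -0.40. *Ctla4* had a log2 ratio of -0.05 in Foxp3-positive cells (-0.26 to 0.16). Its sign changed with equal weights per cell (0.21) and with a gate of 2 or more *Cd4* UMIs (0.27). It also changed outside the clusters of other cells (0.01) and with more doublets removed (0.03). *Il10* had 3 WT UMIs and a log2 ratio of 1.03 (-0.58 to 3.35), which was -0.07 with a gate of 2 or more *Cd4* UMIs.

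The central question of the study is whether cells resembling Tfh cells, the helpers of B cells in germinal centres, accumulate among Foxp3-negative CD4+ T cells. Such cells are commonly gated on the surface proteins PD-1 and CXCR5, encoded by *Pdcd1* (chromosome 1) and *Cxcr5* (chromosome 9). At equal depth, UMIs of both genes were found in 0.505% of Foxp3-negative Cd4-gated WT cells (6 of 1189, 0.185 to 1.09%) and in 5.80% of those of DKO-severe (109 of 1878, 4.79 to 6.96%). The same measure in Cd8-gated cells gave 0.103% (3 of 2907) and 0.193% (3 of 1551). In B cell clusters it gave 0 of 26 WT cells, which allows up to 11.5%, and 0 of 265 DKO-severe cells, which allows up to 1.13%. Without thinning, the Foxp3-negative shares were 0.899% in WT (median 5254 UMIs) and 14.7% in DKO-severe (median 7975 UMIs). *Il21* was detected at equal depth in 0.925% of WT and 20.9% of DKO-severe Foxp3-negative cells, against 0.241% and 0.645% of Cd8-gated cells. Foxp3-negative here means that no *Foxp3* UMI was captured, so likely Treg cells are among these cells. Thinning lowered the Foxp3-positive DKO-severe cells from 328 to 87. Without thinning, 196 of the 430 Cd4-gated DKO-severe cells of cluster 6 were Foxp3-positive, as were 50 of the 211 Cd4-gated WT cells of cluster 7.

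**Figure D1:**
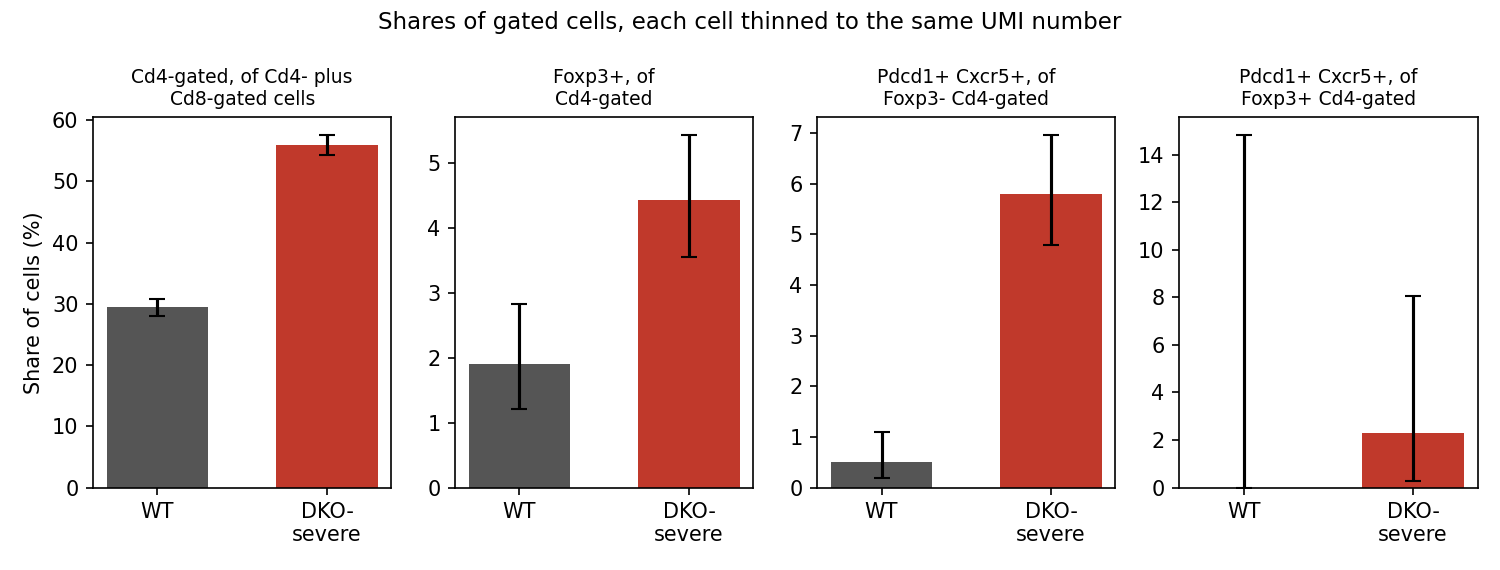
Share of gated cells (%) in WT (grey) and DKO-severe (red), 1 mouse each, with every cell thinned to 3800 UMIs; bars start at 0, the scale differs between panels and error bars are exact 95% binomial intervals for counting error. The intervals are apart for the Cd4-gated share, the Foxp3-positive share and the *Pdcd1* and *Cxcr5* share of Foxp3-negative cells (0.505% and 5.80%), and overlap for that share of Foxp3-positive cells.

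All 12 Tfh-related genes had higher CPM in Foxp3-negative DKO-severe cells, from 9721793 WT and 23190378 DKO-severe UMIs, and this held under each alternative tried. The median log2 ratio was 2.28 (2.09 to 2.42), above all 10000 matched random lists, whose central 95% lay between -0.13 and 0.46. The ratios ran from 0.88 for *Nfkb1* to 4.91 for *Il21* (ENSMUSG00000027718, chromosome 3, 37222759 to 37232636), which rose from 2.78 to 83.2 CPM. *Pdcd1* (ENSMUSG00000026285) rose from 17.1 to 106 CPM, *Cxcr5* (ENSMUSG00000047880) from 17.0 to 41.9 CPM and *Bcl6* (ENSMUSG00000022508, chromosome 16, 23965052 to 23988852) from 46.7 to 93.1 CPM. *Ascl2* had 2 UMIs in WT and 177 in DKO-severe, which makes its log2 ratio 4.63 with WT counted as 3 UMIs (3.34 to 8.27 from the counts). A pseudocount of 5 CPM lowered the list's median most, to 1.61. In Cd8-gated cells the same list had a median log2 ratio of 0.78. The Foxp3-negative cells of the 2 mice lay in different clusters: clusters 0 and 5 held 70.4% of WT and 7.90% of DKO-severe cells, and clusters 3, 6, 11 and 14 held 0.779% and 69.7%. Within the 4 clusters with enough cells of both, the list's median ran from -0.20 to 0.50. These clusters held 90.5% of WT but 14.6% of DKO-severe Foxp3-negative cells. Clusters are formed from expression, so this compares only DKO-severe cells that resemble WT cells. The rise was small or absent in those cells, and these medians do not show what underlies it in the others.

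The same comparison in Foxp3-positive cells asks whether Tfh-related genes rise while *Foxp3* is still transcribed. At equal depth, UMIs of both *Pdcd1* and *Cxcr5* were found in 0 of 23 WT cells, which allows up to 13%, and in 2.30% of DKO-severe cells (2 of 87, 0.280 to 8.06%), so a difference in this share was not detectable at this depth. With another thinning seed, the shares were 3.23% (1 of 31) and 1.10% (1 of 91). Without thinning they were 4.76% (3 of 63, 0.993 to 13.3%) and 20.4% (67 of 328, 16.2 to 25.2%), at the unequal depths given above. The median log2 ratio of the Tfh-related genes was 1.02 (0.79 to 1.39), at percentile 99.99 of the random lists, from 449232 WT and 4754883 DKO-severe UMIs. Here too different cell states were compared. Clusters 3, 6, 11 and 14 held 66.5% of Foxp3-positive DKO-severe and 1.59% of Foxp3-positive WT cells, so a rise within 1 cell state is not shown. *Tox2* had a log2 ratio of 2.57, *Pdcd1* of 1.53, *Maf* of 1.45, *Icos* of 1.41 and *Batf* of 1.02. Among genes with 3 or more WT UMIs, the intervals of *Bcl6* (0.37, -0.20 to 1.01), *Cxcr5* (0.17, -0.68 to 1.16) and *Nfkb1* (0.18, -0.06 to 0.43) included 0. *Il21*, *Il4* and *Klrb1c* had fewer than 3 WT UMIs, and *Ascl2* gave no ratio. All 11 ratios were above 0, but *Cxcr5* (-0.66) and *Il4* (-0.90) fell below it with a gate of 2 or more *Cd4* UMIs. *Il4* (-0.05) also did so when immunoglobulin, haemoglobin, mitochondrial and ribosomal protein genes were left out of the CPM.

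Th17-like cells, which make interleukin 17, were compared through its transcripts. At equal depth, *Il17a* was found in 0 of 1189 Foxp3-negative WT cells, which allows a share of up to 0.252%, and in 1 of 1878 DKO-severe cells. *Il17f* was found in 3 of 1189 WT cells and in 0 of 1878 DKO-severe cells, which allows up to 0.160%. Without thinning, *Il17a* was found in 0 of 1668 WT and 2 of 2405 DKO-severe Foxp3-negative cells. These counts are too few for a comparison.

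In Cd8-gated cells, which the study treats as bystanders, all 9 cytotoxic genes were higher in DKO-severe under every alternative tried. Their median log2 ratio was 3.04 (2.66 to 3.45), above all random lists. *Gzma* (ENSMUSG00000023132, chromosome 13, 113093825 to 113100981) rose from 14.2 to 719 CPM, *Gzmb* (ENSMUSG00000015437, chromosome 14, 56258838 to 56262260) from 4.84 to 149 CPM, and *Prf1* from 45.0 to 69.9 CPM. At equal depth *Gzmb* was detected in 1.34% of WT and 17.9% of DKO-severe Cd8-gated cells, against 2.26% of DKO-severe B cluster cells. A pseudocount of 5 CPM moved the median most, to 1.72. Here too the cells lay in different clusters: clusters 2 and 4 held 68.7% of WT and 17.2% of DKO-severe Cd8-gated cells, and cluster 8, led by *Gzma* and *Gzmk*, held 46 WT and 440 DKO-severe cells of the gate (25.6% in DKO-severe). Within the 6 clusters with enough cells of both genotypes the list's median ran from -0.19 to 1.52, being 0.85 in cluster 8, so much of the rise reflects the makeup of the Cd8-gated cells. In Cd4-gated cells the same list had a median log2 ratio of 0.95, with 7 genes higher and 2 lower.

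Naive-state genes answer whether fewer CD4+ T cells are at rest. All 8 were lower in Cd4-gated DKO-severe cells under each alternative tried, with a median log2 ratio of -1.32 (-1.37 to -1.27), below all random lists. *Lef1* fell from 1090 to 234 CPM (log2 ratio -2.22) and *Ccr7* from 182 to 44.2 CPM. When immunoglobulin, haemoglobin, mitochondrial and ribosomal protein genes were left out of the CPM, the median became -1.48, the largest move. Within the 4 clusters with enough cells of both genotypes it ran from -0.41 to -0.10. These clusters held 90.6% of WT but 14.2% of DKO-severe Cd4-gated cells. The fall was thus smaller in DKO-severe cells that clustered with WT cells, which leaves its source in most DKO-severe cells open. In Cd8-gated cells the list's median was -0.63, with *Il7r* the 1 gene above 0. The 6 cell cycle genes had a median log2 ratio of 2.46 (2.17 to 3.08) in Cd4-gated cells and 0.98 in Cd8-gated cells. *Cd44*, a gene of activated cells, had a log2 ratio of 1.07 in both gates. *Runx2* had 1.39 in Cd4-gated and 1.64 in Cd8-gated cells, and *Runx3* had 0.33 and 0.53.

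**Figure D2:**
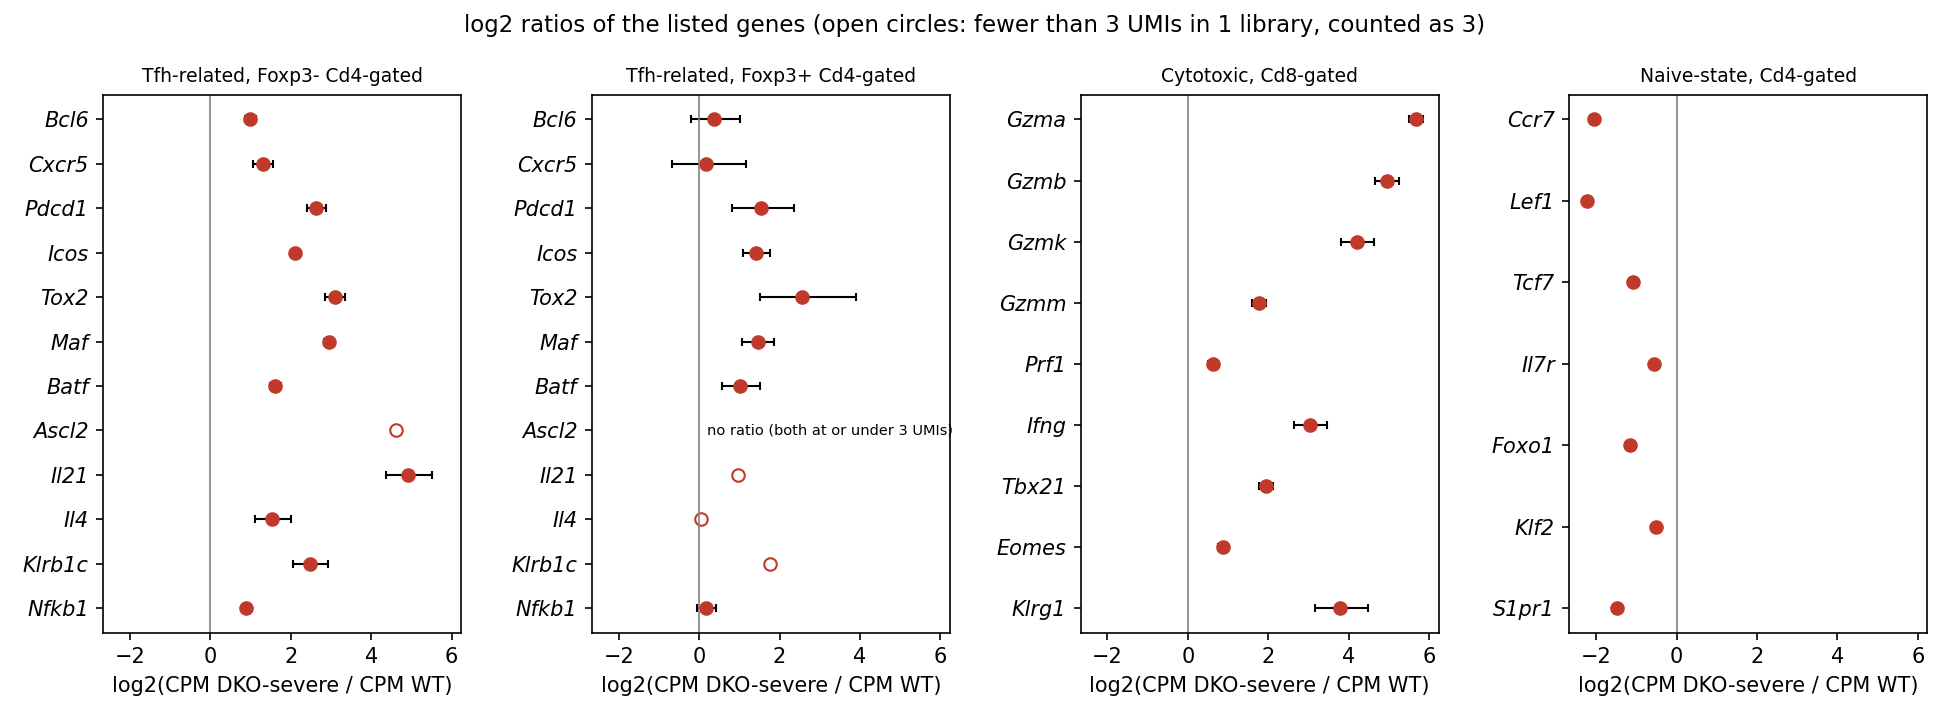
Each circle is the log2 ratio of CPM, DKO-severe over WT (1 mouse each), of a gene from the Tfh-related, cytotoxic or naive-state list in the named gate; bars are exact 95% intervals for counting error and open circles, drawn without a bar, have fewer than 3 UMIs in 1 library. All cytotoxic genes lie above 0 and the 7 naive-state genes drawn lie below 0, and in Foxp3-positive cells the bars of *Bcl6*, *Cxcr5* and *Nfkb1* cross 0.

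Among 6323 ranked genes in Cd4-gated cells, the highest log2 ratios belonged to *Ntng1* (ENSMUSG00000059857), *4921529L05Rik* (ENSMUSG00000108060), *Epha3* (ENSMUSG00000052504), *Cntn5* (ENSMUSG00000039488) and *Ralyl* (ENSMUSG00000039717). *Ntng1* (chromosome 3, 109780040 to 110144011) rose from 1.18 to 224 CPM (7.57), *Cntn5* (chromosome 9, 9660891 to 10904775) from 12.1 to 1785 CPM (7.20) and *Ralyl* (chromosome 3, 13471655 to 14182287) from 18.3 to 2236 CPM (6.93). *Epha3* had a log2 ratio of 7.32 from 5 WT UMIs, and *4921529L05Rik* of 7.33 (5.78 to 9.61) from 3 WT and 1322 DKO-severe UMIs. The lowest were *Auts2* (-3.93), *Ly6c1* (-3.92), *Lypd6b* (-3.79), *Gm47283* (-3.76) and *Rapgef4* (-3.54). Among 5833 ranked genes in Cd8-gated cells, the lowest were *Gm47283* (-3.65), *Ccr9* (-2.30), *Rgcc* (-1.93), *1700062C10Rik* (-1.90) and *Ramp1* (-1.86). *Gm47283* (ENSMUSG00000096768) lies on chromosome Y, 90784738 to 90816464. The highest in Cd8-gated cells were *Gzma* (5.67), *Ltf* (5.11), *Gzmb* (4.94), *Ngp* (4.35) and *S100a8* (4.32). *Ltf*, *Ngp* and *S100a8* fell to -0.34, -0.53 and -0.28 when cells in clusters other than T cells were left out, and for each gene the 1 Cd8-gated DKO-severe cell with most UMIs held 66.6%, 65.3% and 54.9% of them.

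Clustering gave 28 clusters. In 9 of them at least 95% of cells came from DKO-severe, and these held 43.1% of DKO-severe and 0.274% of WT cells. No cluster was made up of WT cells to that degree. The largest of the 9, cluster 3, held 1237 DKO-severe cells (19.5%) and 10 WT cells. *Cntn5*, *Ntng1* and *Ralyl* were among its leading genes. Cluster 6 held 679 DKO-severe and 8 WT cells, and *Foxp3* was detected in 44.2% of its DKO-severe cells. Of the retained cells, 62.3% in WT and 51.3% in DKO-severe were in 12 clusters left without a name, among them cluster 1 (8.58% and 12.5%), which met the rule equally for CD8 T cells and for natural killer T or innate-like cells. Clusters named for cells other than T cells held 1.72% of WT (113 cells, 1.42 to 2.06%) and 11.7% of DKO-severe cells (741 cells, 10.9 to 12.5%). B cell clusters held 0.517% and 5.47%, monocyte or macrophage clusters 0.974% and 3.07%, and granulocyte clusters 0 of 6573 WT cells, which allows up to 0.0456%, and 2.40% of DKO-severe cells. *Cd3* transcripts were found in 82.4 to 100% of the cells of these monocyte or macrophage clusters, by cluster and genotype. The proliferating cluster held 0.578% of WT and 3.56% of DKO-severe cells, and the natural killer T or innate-like clusters 2.39% and 5.01%.

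**Figure D3:**
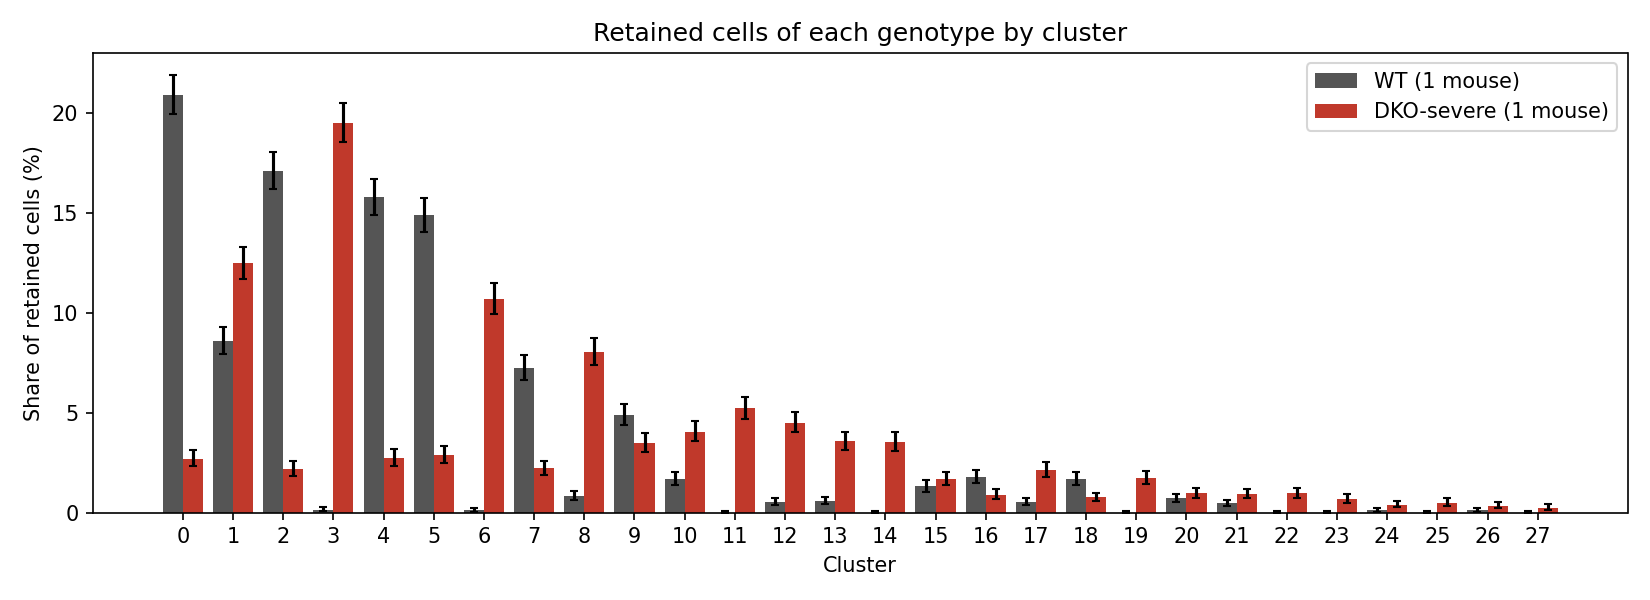
Share of retained cells (%) of WT (grey) and DKO-severe (red), 1 mouse each, in each of 28 clusters, with exact 95% binomial intervals for counting error. Cluster 3 held 0.152% of WT and 19.5% of DKO-severe cells, and cluster 0 held 20.9% and 2.69%.

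T cell receptor and immunoglobulin genes were examined apart. In Cd4-gated cells with a single leading *Trbv* segment (415 WT and 984 DKO-severe cells), the effective number of segments, the inverse of the summed squared shares, was 13.4 in WT (11.8 to 14.3, from 1000 multinomial redraws) and 5.24 in DKO-severe (4.83 to 5.68). In Cd8-gated cells it was 14.0 and 13.7. The leading segments of Cd4-gated DKO-severe cells were *Trbv12-2* (31.9%), *Trbv13-2* (25.7%) and *Trbv19* (11.7%), and the leading segment in WT was *Trbv2* (14.5%). Segments of a family have similar sequences, and 3' reads cover them poorly, so a single segment's share is uncertain. Grouped by family, the effective numbers in Cd4-gated cells were 10.0 and 4.53. Immunoglobulin genes took 0.429% of UMIs in Cd4-gated and 0.184% in Cd8-gated WT cells, and 0.139% and 0.0685% in DKO-severe.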

Values the study reported

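The study distinguished 19 clusters of TCRβ+ cells in its single-cell data. By flow cytometry for the surface proteins, PD-1+ CXCR5+ cells were 55%–65% of CD4+ T cells in DKO-severe mice, whether FOXP3+ or FOXP3−, with a range of 45%–85%.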

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

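Removal of the highest 12% of doublet scores and the split of CD4 and CD8 T cells by cluster were chosen only after the data had been seen; all other alternatives were planned. The 9 main results were the shares and list medians of the gated cells and the share of DKO-severe cells in clusters made up almost wholly of that genotype. Of their values under alternatives, 61 stayed within the counting interval and 19 moved outside it. None of the 4 main list medians changed sign.

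Without thinning, the Cd4-gated share was 61.4% in DKO-severe and 36.2% in WT, and the Foxp3-positive share 12% and 3.64%. The *Pdcd1* and *Cxcr5* share was then 14.7% and 0.899% in Foxp3-negative cells, and 20.4% and 4.76% in Foxp3-positive cells. More UMIs per cell give more detections by construction. Thinned to the 25th percentile of depth, DKO-severe and WT had Cd4-gated shares of 57.9% and 27.6%, Foxp3-positive shares of 6.65% and 2.53%, and *Pdcd1* and *Cxcr5* shares of 7.23% and 0.756% in Foxp3-negative cells.

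Next, the gates asked for 2 or more UMIs of *Cd4*, or of *Cd8a* and *Cd8b1* together, with the *Foxp3* minimum left at 1. This stricter gate gave Cd4-gated shares of 41.7% and 13.7% and Foxp3-positive shares of 3.40% and 1.47%. It left 31 DKO-severe and 6 WT Foxp3-positive cells, with a *Pdcd1* and *Cxcr5* share of 0 in both, and a median log2 ratio of the Tfh-related genes of 0.67. The cause was not tested. Another thinning seed put the *Pdcd1* and *Cxcr5* share of Foxp3-positive cells at 1.10% in DKO-severe and 3.23% in WT, 1 cell each, the opposite order to that reported; neither difference exceeded its counting intervals. With CD4 and CD8 T cells told apart by cluster, the CD4 share was 64.6% in DKO-severe and 52.4% in WT; *Cd4* was detected in fewer cells of the mostly WT clusters, which the gate leaves out by construction. The 12% doublet alternative moved none of the 8 results of the gated cells outside its interval.

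The naive-state median was -1.48 when immunoglobulin, haemoglobin, mitochondrial and ribosomal protein genes were left out of the CPM, -1.42 when the median of all genes was set to 0, and -1.22 with equal weights per cell. The cytotoxic median was 3.57 with equal weights per cell and 1.72 with log2(CPM + 5), which also brought the Tfh-related median in Foxp3-negative cells to 1.61. A pseudocount shrinks the ratios of genes at low CPM by construction, and the causes of the remaining moves were not tested. At clustering resolution 2.0, clusters made up almost wholly of DKO-severe cells held 44.9% of that genotype's cells.

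For 67 pairs of a named gene and a gate, 670 values were computed under alternatives: 556 stayed within their intervals, 111 moved outside them, and 3 changed sign in genes whose interval excluded 0. Those 3 were *Ltf* (-0.34), *Ngp* (-0.53) and *S100a8* (-0.28) in Cd8-gated cells outside the B, plasma, myeloid, granulocyte and erythroid clusters. Leaving out these clusters removes cells that carry granulocyte transcripts. *Ctla4*, *Cxcr5*, *Il10* and *Il4* in Foxp3-positive cells, whose intervals included 0, also changed sign. They did so with a gate of 2 or more *Cd4* UMIs (0.27, -0.66, -0.07 and -0.90) and, for *Ctla4* and *Il4*, with other alternatives. The thinned Foxp3-positive shares rest on 23 WT cells.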

Other observations

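The tests chosen only after the result was seen were those of depth and free RNA for the T cell receptor segments, of free RNA for *Cntn5*, the granulocyte transcripts and *Igkc*, of cell composition for *Gm47283*, of B and plasma cells for *Igkc*, and the share of cells with 3 or more of 7 Tfh genes. The patterns in T cell receptor segments, *Cntn5*, granulocyte transcripts, *Gm47283* and *Igkc* were themselves noticed in these data, so each explanation offered for them is a hypothesis. All comparisons rest on 1 mouse per genotype, and whether genotype, disease stage or the individual mouse underlies a difference cannot be separated here.

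More UMIs per cell in DKO-severe could by themselves raise the share of cells with Tfh-related transcripts. After thinning, the *Pdcd1* and *Cxcr5* share of Foxp3-negative cells was 5.80%, above the upper bound of 1.09% in WT, which argues against depth as the whole cause.

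In Foxp3-positive DKO-severe cells, free RNA and doublets could both place Tfh-related transcripts beside *Foxp3*. The planned comparison of the *Pdcd1* and *Cxcr5* share with Cd8-gated cells (2.30% and 0.193%) had overlapping intervals and decided nothing. The share with 3 or more of *Batf*, *Bcl6*, *Cxcr5*, *Icos*, *Maf*, *Pdcd1* and *Tox2* at equal depth was 51.7% (40.8 to 62.6%) in Foxp3-positive and 3.16% (2.35 to 4.16%) in Cd8-gated DKO-severe cells, which argues against free RNA for the set as a whole. Foxp3-negative DKO-severe cells had nearly that share (52.0%, 976 of 1878), as *Foxp3* RNA from elsewhere on Tfh-like cells would also give; *Foxp3* was found in 0.322% of Cd8-gated against 4.43% of Cd4-gated DKO-severe cells, so free *Foxp3* RNA would account for a small part. In Foxp3-positive WT cells the share with 3 or more Tfh genes was 17.4% (4 of 23, 4.95 to 38.8%), an interval apart from that of DKO-severe, but *Foxp3* was found in 0.550% of Cd8-gated against 1.90% of Cd4-gated WT cells, so a larger part of these 23 cells could be background. Foxp3-positive cells with both *Pdcd1* and *Cxcr5* had a median of 14605 UMIs against 10994 in the others, a ratio of 1.33, under the 1.5 set beforehand for doublets. Among Foxp3-negative cells the medians were 10222 and 7694. The Foxp3-positive cells without both genes were themselves deep (10994, against 7694 in Foxp3-negative cells without both). The ratio therefore does not bound the share of doublets, which remains open.

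Immunoglobulin transcripts in T cells may be free RNA. The immunoglobulin share of UMIs was 2.33 times higher in Cd4- than in Cd8-gated WT cells and 2.02 times higher in DKO-severe, beyond the 1.5 that free RNA alone would allow. The WT excess lay in few cells: the median was 1 UMI per Cd4-gated and 2 per Cd8-gated cell, while the means were 25.2 and 12.7. A background of a few UMIs per cell from free RNA therefore stays open beside cells that carry much more.

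*Igkc* (immunoglobulin kappa constant) set Foxp3-positive DKO-severe cells apart. At equal depth it was found in 69.0% of these cells (60 of 87, 58.1 to 78.5%), 31.2% of Foxp3-negative Cd4-gated cells and 21.8% of Cd8-gated cells of that mouse, and in 21.7% of Foxp3-positive WT cells (5 of 23). Equal depth argues against UMIs per cell as the cause, and the 3.17-fold excess over Cd8-gated cells against free RNA alike in all cells. In cluster 6, 88.8% of cells held *Igkc*, at 7.35 UMIs per cell against 0.808 in cluster 3. B cells bringing that rise would need 194 times the *Cd79a*, 81.8 times the *Cd79b* and 27.3 times the *Ms4a1* UMIs that cluster 6 held (median 81.8; *Cd79a* was at 0.0133 UMIs per cell there and 13.8 in B clusters). Plasma cells would need 7.44 times their transcripts (median of *Jchain*, *Mzb1* and *Derl3*, the last at 1.64 times from few UMIs). *Ighm* was at 4.55 UMIs per cell in cluster 6 and 2.64 in cluster 3, where B cells would need 1.10 times and plasma cells 0.656 times the level of cluster 6, so RNA of immunoglobulin genes without the other transcripts of these cells is not excluded. At equal depth *Ighm* followed *Igkc* only in part. It was found in 62.1% of Foxp3-positive (51.0 to 72.3%) and 32.95% of Cd8-gated DKO-severe cells (30.6 to 35.4%), intervals that lie apart. The interval of Foxp3-positive DKO-severe cells overlapped those of Foxp3-positive WT cells (60.9%, 38.5 to 80.3%) and Foxp3-negative DKO-severe cells (52.1%, 49.8 to 54.4%). RNA that binds selectively to these cells, and transcription of *Igkc* in T cells, may each remain possible; neither was tested.

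The concentration of *Trbv* segments in Cd4-gated DKO-severe cells may reflect clonal expansion. After thinning, the effective number in WT was still 1.99 times that in DKO-severe, and within DKO-severe it was 2.61 times higher in Cd8- than in Cd4-gated cells, so neither depth nor free RNA accounts for it alone. If each leading *Trav* segment stood for 1 clone, it would pair with a single *Trbv* segment. *Trav8d-1* was found with *Trbv13-2* in 47.4% of cells (18 of 38, 31.0 to 64.2%) and *Trav9-2* in 55.6% (20 of 36), against 25.7% of all cells with a *Trbv* segment. Several clones per segment and misassigned reads between similar segments would both lower these shares, so expansion of a few clones cannot be told apart from other causes here. Segments also differed between clusters: *Trbv12-2* led in cluster 6 (56.0%), *Trbv13-2* in cluster 3 (35.7%) and cluster 14 (59.8%), and *Trbv19* in cluster 11 (39.8%).

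*Cntn5* had 3 or more UMIs in 24.8% of Cd4-gated DKO-severe cells (677 cells), 0.462% of Cd4-gated WT cells (8) and 0.697% of Cd8-gated DKO-severe cells (12), and 84.6% of its UMIs lay in cluster 3. *Ralyl* had 3 or more in 52.6% and 0.520% of Cd4-gated DKO-severe and WT cells. The 34.7-fold excess of *Cntn5* UMIs per cell in Cd4- over Cd8-gated DKO-severe cells argues against free RNA. Expansion of a few clones may contribute and cannot be told apart from a change across many clones: *Trbv13-2* was held by 42.0% of cells with 3 or more *Cntn5* UMIs and 19.2% of cells with none, between the values that either would need, and most cells had no receptor segment detected.

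Granulocyte transcripts in Cd8-gated DKO-severe cells may come from few cells that hold granulocyte material. UMIs per Cd8-gated cell of 6 granulocyte markers were a median of 23.7 times higher in DKO-severe than in WT, and 7.33 times without the DKO-severe cell with most UMIs of each. That argues against free RNA only if both genotypes were captured together, which the 1 mRNA library of the labels gives but the 14350 barcodes leave in doubt. Within DKO-severe, 5% of the Cd8-gated cells held 97.4% of the *S100a8* UMIs, which free RNA spread over all cells would not give. *S100a8* was found in similar shares of Cd8-gated cells, 15.1% in WT and 16.8% in DKO-severe, so a low background from free RNA stays open in both. Doublets with granulocytes and granulocytes with T cell transcripts from free RNA were not told apart by a test.

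*Gm47283*, on the Y chromosome, was lower in DKO-severe in all 8 clusters with 100 or more cells of both genotypes, with log2 ratios from -4.19 to -2.87, which argues against cell composition. A difference between the Y chromosomes or other variants of the mice against the reference is a candidate explanation that was not tested. *Ddx3y* and *Uty* did not fall in Cd4- or Cd8-gated cells. The falls of *Eif2s3y* (89.7 to 75.3 CPM in Cd4-gated cells) and *Kdm5d* (33.4 to 28.4 CPM in Cd8-gated, 36.9 to 33.7 CPM in Cd4-gated cells) were smaller than that of *Gm47283*. These genes lie between positions 897788 and 1286629, far from *Gm47283* at 90784738, so they do not speak for its region.

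Cells with transcripts of lymphocyte precursors were found in DKO-severe. In cluster 22, a B cell cluster of 61 DKO-severe cells, *Rag1* was detected in 27, *Igll1* in 12 and *Vpreb1* in 11. In cluster 27, of 16 DKO-severe cells with a median of 2448 UMIs, *Dntt* was detected in 14 and *Rag1* in 12. No WT cell was in either cluster, which allows a WT share of up to 0.0456% in each. No explanation was tested.

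The share of Foxp3-negative DKO-severe cells with UMIs of both *Pdcd1* and *Cxcr5* was 14.7% without thinning. That is lower than the share by surface protein quoted from the study above, and transcript and protein shares are not the same measure.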
